A study of Mus musculus with 4 samples. Its data were reported in "VEGF-C prophylaxis favors lymphatic drainage and modulates neuroinflammation in a stroke model" (2024).

How the data were processed

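Single-nucleus RNA-seq was analysed from the brain of male mice that had received an adeno-associated virus (AAV) into the cisterna magna, the fluid space below the cerebellum. AAV-VEGF-C carried the full-length mouse vascular endothelial growth factor C. AAV-CTRL carried a soluble, non-ligand-binding fragment of VEGF receptor 3 (the product of Flt4) fused to an immunoglobulin tail, so that the control virus also delivered a secreted protein. Mice were injected at 4 weeks of age per the study's methods, and brains were taken at 8 weeks. Brain tissue of 5 mice was pooled per AAV group before nuclei were isolated. The 4 deposited libraries are 1 per group, namely cortex and striatum of each AAV group. The same mice therefore contributed to both regions of an AAV group, and mice cannot be told apart within a library.

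The authors prepared the libraries with the droplet-based 3′ chemistry of 10x Genomics and sequenced them on an Illumina instrument. The deposited values are UMI counts, that is, whole-number counts of unique molecular identifiers per gene and nucleus, with no normalization. Per the file headers the authors made the counts with Cell Ranger 5.0.1. The genome build, the annotation and whether intronic reads were counted are not stated in the labels, the files or the methods. The authors then discarded nuclei under 200 UMIs, normalized in Seurat with the mitochondrial share regressed out, integrated the libraries on 5000 variable genes, removed clusters with a mean under 1000 counts and clustered with 15 neighbours at a resolution of 1.2. They tested genes between AAV groups with a Wilcoxon test over nuclei. No table of their clusters or tests was used here. The deposited matrices held 78728 barcodes, the lowest with 719 UMIs, so that the filters at 200 and 500 UMIs removed no barcode.

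Each library was loaded as a sparse matrix of 31053 genes. Doublets, droplets with nuclei of more than 1 cell, were called in each library with Scrublet (in scanpy 1.11.5) at an expected rate of 8%. It called 4.44%, 5.99%, 7.65% and 4.09% of nuclei in the libraries labelled cortex AAV-CTRL, cortex AAV-VEGF-C, striatum AAV-CTRL and striatum AAV-VEGF-C. Counts were scaled to 10000 per nucleus and log-transformed, the 5000 most variable genes and 50 principal components were taken, and nuclei of all libraries were clustered together with the Leiden method (leidenalg 0.10.2) on a shared-neighbour graph of 15 neighbours at a resolution of 1.2. Vascular and immune clusters were clustered again at 0.8. Of the 64 clusters, 15 had at least 40% called doublets and were left out. That threshold was chosen after the clusters were seen. These clusters held 4.28%, 5.43%, 6.31% and 4.33% of nuclei in the same order of libraries. No cluster had a mean under 1000 UMIs, so keeping such clusters changed nothing. Called doublets and these clusters together took out 984, 1502, 2233 and 989 nuclei, and 73020 were kept.

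Clusters were named from markers fixed before the data were examined. A marker counted when its level was at least 2-fold that of all other nuclei and at least 10% of the cluster's nuclei had a UMI of it. A name needed at least 3 counted markers, at least 35% of the markers of the class and a mean log2 fold of at least 0.3. Classes other than neurons also needed a marker among the 10 leading genes, or at least 60% of their markers with a mean log2 fold of 2. A cluster with more leading genes of another class stayed unnamed, as did a cluster that had at least 2 leading genes of another cell type such as red blood cells, and a cluster with a low UMI count and no marker among its leading genes. Neurons that met only pan-neuronal markers are called unresolved neurons. Class names carry "-like" because no annotation by the authors was used. The scoring rule, unlike the markers, was revised several times after the clusters and their sizes per library had been seen. An earlier form of it was kept as an alternative, and differences from the study may come from these rebuilt names.

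Groups were compared as AAV-VEGF-C over AAV-CTRL within each region. With 1 library per group no test was run, and nuclei were not treated as replicates. UMIs were summed per library or per class and scaled to a sum of 1000000 over all genes, the unit called CPM here. Levels are given with exact Poisson intervals, shares of nuclei with exact binomial (Clopper-Pearson) intervals, and ratios with exact conditional binomial intervals. Where a cluster had 0 nuclei, the share that 3 nuclei would give is stated as the limit. All intervals are at 95% and cover counting error only, not the spread between mice, pools or preparations. For UMIs per nucleus, genes per nucleus were also counted after thinning every nucleus to 1000 UMIs, which left out 636, 703, 1492 and 425 shallower nuclei in the same order of libraries.

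There were 8 gene lists written from general knowledge before the data were examined: BDNF signalling (139 genes), VEGF receptor 2 signalling (79), MAPK cascade (87), calcium and G protein signalling (117), a microglial inflammatory list (36), immediate early genes (28), abundant neuronal transcripts (40) and oligodendrocyte transcripts (16). Of these genes, 52, 30, 28, 15, 4, 8, 12 and 0, in that order, stood in another of the lists, and 1, 5, 1, 6, 1, 0, 11 and 9 were markers used to name classes. For each class with at least 200 nuclei in both libraries of a region, the median log2 ratio of a list was set against 10000 random lists of the same size matched on mean expression in 20 bins, over genes with at least 20 UMIs in the 2 libraries compared. A list needed at least 8 such genes. The percentile among random lists describes these libraries and is no test of the treatment. Another 11 lists of genes of brain regions and neighbouring tissues, and a list of 12 RNAs retained in the nucleus, were written after the region genes had been seen. The agreement of the regions was measured by Pearson's r and Spearman's rho of the log2 ratios across genes with at least 50 UMIs in each region. Genes are not independent replicates, so no p-value is given. Counts of genes past a size of ratio are not given either, because they would treat nuclei as replicates. Size factors by the trimmed mean of M values came from edgeR 4.0.16 in R 4.3.3.

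Named genes followed a rule fixed before the data were examined. It comprised 31 genes of VEGF-C and neurotrophin signalling, brain region, cell class and sex, some of which are not reported here. It also took, per class with at least 200 nuclei in each library, up to 2 genes higher and 2 lower in both regions, with at least 50 UMIs per region, a level in the class at or above that of all other nuclei and counting intervals away from 0 in both regions, ranked by the smaller of the 2 ratios. Mitochondrial and ribosomal protein genes were left out of that rule. After the names were seen, each gene was also compared in the summed UMIs of all kept nuclei outside its class. Positions are those of the GENCODE annotation of the mouse assembly given as reference, matched by gene identifier for 30934 of the 31053 genes (99.6%). Whether the authors used the same build was not stated.

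The functions for ratios, lists and correlations were tested on simulated libraries with 200 changed genes. Intervals covered the true ratio for 95.8% of 13961 genes in the simulated cortex comparison of astrocyte-like nuclei and for 96.3% of 11511 genes in that of endothelial-like nuclei, and both recovered 99.0% of the changed genes. In the simulated striatum comparisons of the same classes, coverage was 95.7% of 14621 and 96.1% of 12328 genes, and 98.5% and 98.0% of the changed genes were recovered. Of 100 unchanged random lists, 9, 6, 7 and 6 fell outside the middle 95% of random lists in these 4 simulations, in the same order. Alternative settings fixed before the data were examined were all barcodes without filters, at least 500 UMIs with at most 5% mitochondrial UMIs, no doublets left out, low-count clusters kept, each library clustered on its own, nuclei thinned to 1000 UMIs, trimmed-mean size factors, a minimum of 100 UMIs per gene, and genes higher in neuronal nuclei left out of classes that are not neurons. Another 4 were added after the data were seen: doublet-rich clusters kept, the earlier naming rule, random lists matched on gene length too, and ratios with the gene length trend removed. Analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9.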

Results

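Single-nucleus RNA-seq counted transcripts in nuclei of mouse brain tissue labelled cortex or striatum, 4 weeks after delivery of either virus, AAV-VEGF-C or AAV-CTRL. There were 4 groups with 1 library each, and each library came from pooled tissue of 5 male mice aged 8 weeks. The deposited libraries labelled cortex AAV-CTRL, cortex AAV-VEGF-C, striatum AAV-CTRL and striatum AAV-VEGF-C held 17168, 20370, 23724 and 17466 nuclei. Their total counts were 63165470, 78332657, 77253372 and 67773329 UMIs. Values below are given in this order of libraries unless stated otherwise. No difference has a replicate check, and each describes the pair of libraries, not the treatment. A positive log2 ratio means a higher value in the library labelled AAV-VEGF-C, and parentheses after a ratio hold its 95% counting interval.

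The delivered gene and genes of known region were read first, since they check the labels. Vegfc (ENSMUSG00000031520, chromosome 8, 54077606 to 54187096, plus strand) gave 714, 838, 873 and 750 UMIs. These are 12.3 (11.4 to 13.3), 12.01 (11.2 to 12.9), 13.1 (12.2 to 13.9) and 12.1 (11.2 to 13.0) UMIs after scaling to a sum of 1000000 (CPM). The log2 ratio was −0.04 (−0.18 to 0.11) in the libraries labelled cortex and −0.11 (−0.26 to 0.03) in those labelled striatum, so a rise of Vegfc was not detectable at this depth. All barcodes without filters moved these most, to −0.07 and −0.10. Whether a transcript of the vector would be counted as Vegfc depends on its 3′ end, and the vector sequence was not analysed here. The Vegfc level therefore neither backs nor contradicts the AAV labels. Positions throughout are those of the GENCODE annotation of GRCm38, since the build behind the counts was not stated.

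Genes of striatal neurons went against the region labels, while other genes went with them. Ppp1r1b, a gene of striatal projection neurons (SPNs), stood at 63.3, 76.0, 18.8 and 18.5 CPM, and so was lower in the libraries labelled striatum than in those labelled cortex. The same held for Rgs9 (103, 125, 47.6 and 46.2 CPM), Drd1 (26.7, 34.1, 11.0 and 9.87) and Drd2 (29.7, 35.4, 17.9 and 20.2). The excitatory neuron gene Slc17a7 (421, 462, 59.1 and 42.4) was also lower in the libraries labelled striatum, as was Vip (29.4, 33.9, 3.25 and 3.20), while Gad2 was higher (95.5, 99.1, 199 and 197), as the labels would have it. Because of the striatal genes, libraries are called by their labels, and each direction below is drawn between AAV labels within a region label. Genes of the Y chromosome were present throughout, with Ddx3y at 45.6, 47.1, 71.0 and 68.4 and Uty at 96.7, 92.0, 125 and 112 CPM, and Xist was at 0.518, 0.244, 0.239 and 0.257 CPM.

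Lists of genes of 11 brain regions and neighbouring tissues, written after these region genes had been seen, were summed per library. The striatum list (10 genes) was at 446, 555, 178 and 176 CPM and the cortex list (10 genes) at 1209, 1254, 432 and 426, both lower in the libraries labelled striatum. Lists of other regions were higher there. The hypothalamus list was at 30.6, 35.5, 309.6 and 372, the thalamus list at 155, 156, 789 and 886, the midbrain list at 4.30, 3.96, 57.3 and 64.8, and the hindbrain list at 1.16, 1.15, 25.4 and 30.7. The cerebellum list was at 13.3, 13.7, 36.8 and 33.1. The summed habenula list was alike, at 154, 150.4, 142 and 154, while its median gene had a log2 ratio of striatum over cortex labels of 2.76 in the libraries labelled AAV-CTRL. Between AAV labels in the libraries labelled striatum, the nasal epithelium list went from 99.7 to 38.3 CPM, the bone list from 80.2 to 55.9 and the olfactory bulb list from 78.2 to 58.3. In the libraries labelled cortex these lists went from 39.9 to 53.7, from 144 to 137 and from 53.4 to 49.4. Of the 10 cortex genes 7, and of the 10 striatum genes 8, are also markers used to name classes. Genes that reached 1 CPM numbered 3, 5, 10 and 10 of 12 for hypothalamus, 6, 6, 8 and 8 of 8 for thalamus, 2, 2, 6 and 6 of 6 for habenula, 1, 1, 7 and 7 of 9 for midbrain, 0, 0, 3 and 3 of 11 for hindbrain, and 5, 5, 6 and 4 of 8 for olfactory bulb.

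**Figure D1:**
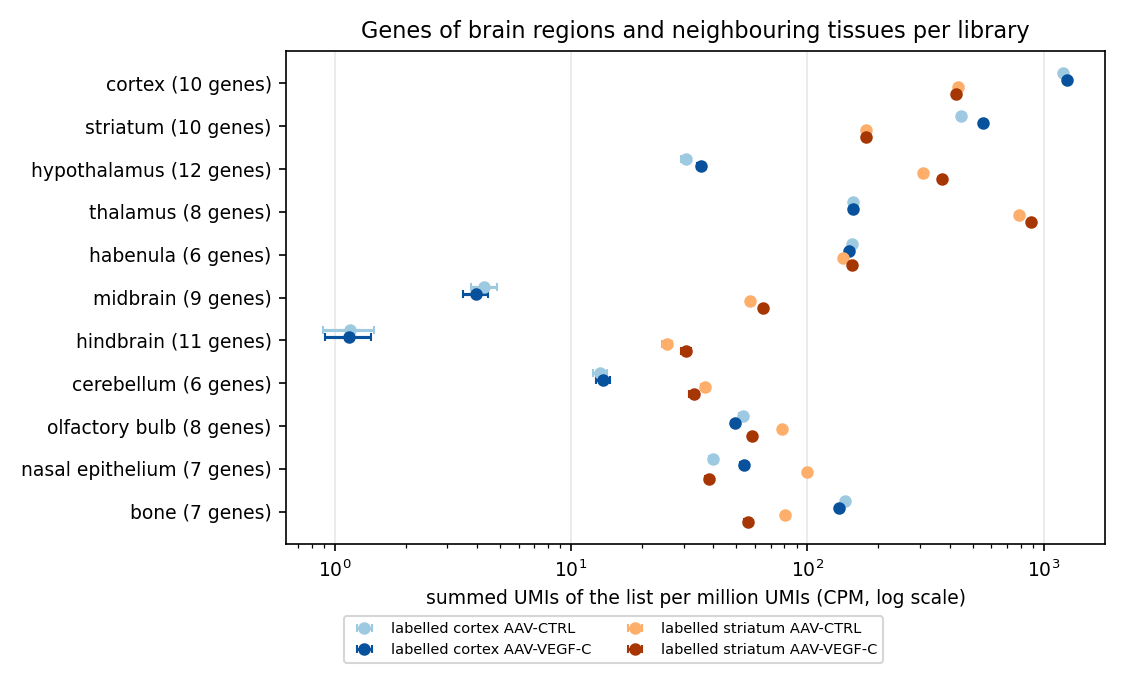
Summed CPM of each region or tissue list, on a log axis, for the 4 libraries, with bars for 95% Poisson intervals. The striatum list lies at 446 and 555 CPM in the libraries labelled cortex and at 178 and 176 in those labelled striatum.

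Depth per nucleus was compared because gene detection and class shares can follow it. After filtering, 16184, 18868, 21491 and 16477 nuclei were kept, with 57903713, 69763243, 66880240 and 62190767 UMIs. The median was 2479 (2426 to 2539), 2642 (2587 to 2706), 2130.0 (2109 to 2160.0) and 2545 (2516 to 2579) UMIs per nucleus. The median number of genes was 1571, 1650.5, 1425 and 1640.0. Leaving no doublets out moved the medians of UMIs most, to 2622.5, 2873, 2272 and 2647. When every nucleus was thinned to 1000 UMIs, the medians of genes became 742, 745, 761 and 765. The libraries labelled striatum thus had the higher values at equal depth. Over all 78728 deposited nuclei the medians were 2550.0 UMIs and 1627 genes.

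The next comparison asked whether the treatment changed how many nuclei were neuronal, glial or non-neural. Neuronal nuclei made up 59.1% (58.3 to 59.9), 60.1% (59.4 to 60.8), 46.5% (45.8 to 47.2) and 49.3% (48.5 to 50.1). The log2 ratio was 0.02 (−0.02 to 0.06) in the libraries labelled cortex and 0.08 (0.04 to 0.13) in those labelled striatum. Clustering each library on its own turned the first of these to −0.02, and leaving no doublets out moved the second to 0.13. Glial nuclei, here astrocyte-like, oligodendrocyte-like, differentiating oligodendrocyte-like and oligodendrocyte precursor (OPC)-like, made up 25.6%, 26.5%, 33.5% and 35.5%, with ratios of 0.05 (−0.01 to 0.11) and 0.08 (0.03 to 0.13). Non-neural nuclei, the vascular, fibroblast-like and immune classes, made up 12.4%, 11.4%, 13.3% and 11.8%, with ratios of −0.13 (−0.21 to −0.04) and −0.18 (−0.26 to −0.09). Ependymal-like, choroid plexus-like and unnamed nuclei lie outside these sums.

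Several neuronal classes differed widely between the region labels. Excitatory neuron-like nuclei made up 30.4%, 30.4%, 1.02% and 0.461%, and SPN-like nuclei 8.90%, 9.28%, 2.54% and 2.47%. Unresolved neurons made up 13.3%, 13.7%, 40.4% and 45.7%. They came largely from different clusters under the 2 region labels. Before doublets were left out, the largest of these clusters held 245, 292, 4407 and 3778 nuclei, and another held 698, 820, 20 and 9. Unresolved neurons of the 2 region labels should therefore not be read as the same cells. The ratio of excitatory neuron-like nuclei was 0.00 (−0.05 to 0.06) in the libraries labelled cortex and −1.15 (−1.55 to −0.77) in those labelled striatum, the latter from 220 and 76 nuclei. Neuroblast-like nuclei numbered 119, 124, 452 and 35. Their ratio was −0.16 (−0.54 to 0.21) in the libraries labelled cortex and −3.31 (−3.85 to −2.81) in those labelled striatum. The earlier naming rule gave −1.31 there. It kept this cluster in the class and added a cluster of 10, 19, 171 and 156 nuclei, before doublets were left out. Clustering each library on its own named no neuroblast-like nuclei in either library labelled striatum. In striatum AAV-CTRL, 499 nuclei led by Cpa6 and Frmd7, which also led the neuroblast-like cluster, were then named unresolved neurons. These settings changed names, so they do not show a smaller difference. Fibroblast-like nuclei were lower under both region labels, at −0.47 (−0.70 to −0.23) and −0.62 (−0.78 to −0.47), as were ependymal-like nuclei, at −0.85 (−1.37 to −0.34) and −0.39 (−0.72 to −0.06). In the libraries labelled striatum, microglia-like nuclei went from 2.01% to 2.80% (0.48, 0.29 to 0.68) and oligodendrocyte-like nuclei from 16.5% to 19.5% (0.23, 0.16 to 0.30). Astrocyte-like nuclei went from 13.7% to 12.3% there (−0.16, −0.24 to −0.08). In the libraries labelled cortex these classes gave −0.05 (−0.21 to 0.11), −0.02 (−0.11 to 0.08) and 0.08 (−0.01 to 0.17). Macrophage-like nuclei went from 102 to 40 in the libraries labelled striatum (−0.97, −1.53 to −0.43), against −0.12 (−0.77 to 0.54) under the cortex label. Other intervals away from 0 under the striatum label were those of unresolved neurons (0.18, 0.14 to 0.23), OPC-like nuclei (0.19, 0.01 to 0.37), Vip/Lamp5 interneuron-like nuclei (−0.90, −1.84 to −0.03, from 39 and 16 nuclei) and cholinergic neuron-like nuclei (1.16, 0.15 to 2.23, from 14 and 24). These 4 classes gave intervals that span 0 under the cortex label. Unnamed nuclei gave −0.73 (−1.002 to −0.46) and −1.18 (−1.36 to −1.01). Counting intervals leave out the spread between dissections and pools, which 1 library per group cannot show.

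**Figure D2:**
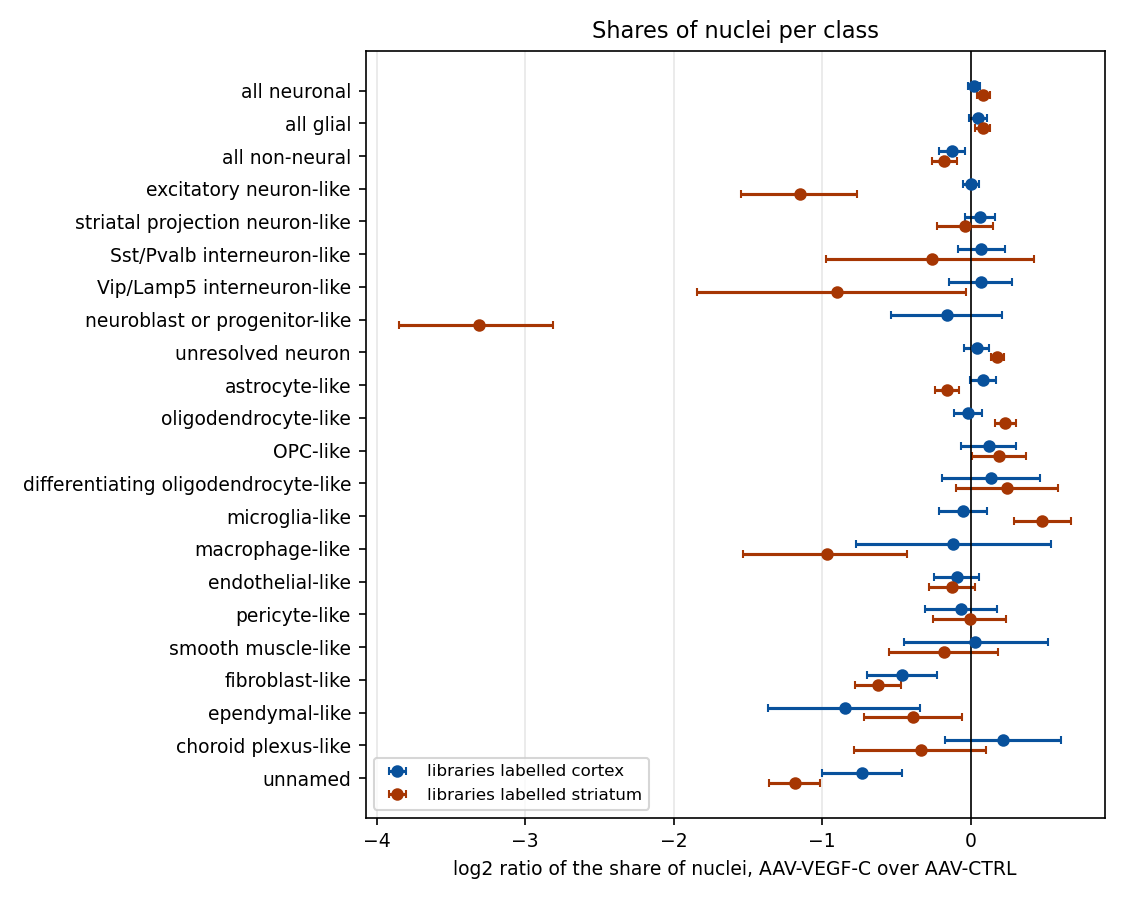
Log2 ratio of the share of kept nuclei, AAV-VEGF-C over AAV-CTRL, per class and region label, with bars for 95% counting intervals. The lowest point is neuroblast-like nuclei in the libraries labelled striatum, at −3.31.

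Receptors and ligands of VEGF-C were compared per class to ask which cells can respond. Vegfc was highest in smooth muscle-like nuclei, at 145 (111 to 186), 147 (119 to 180), 158 (132 to 187) and 139 (114 to 167) CPM of the class. Its ratio there was 0.02 (−0.46 to 0.50) in the libraries labelled cortex and −0.18 (−0.56 to 0.19) in those labelled striatum. Thinning moved the first of these most, to −0.62. As background, oligodendrocyte-like nuclei held 1.79, 2.18, 3.06 and 3.43 Vegfc CPM. The study saw a fluorescent protein from an AAV of the same serotype in subsets of oligodendroglial cells. This class may therefore hold vector. Flt4 (ENSMUSG00000020357, chromosome 11, 49609263 to 49652739, plus strand), the gene of VEGF receptor 3, was at 3.89, 2.81, 4.31 and 3.73 CPM of the library, with ratios of −0.47 (−0.75 to −0.19) and −0.21 (−0.46 to 0.05). In endothelial-like nuclei it was at 66.3, 50.3, 55.3 and 53.8 CPM, with ratios of −0.40 (−0.89 to 0.09) and −0.04 (−0.50 to 0.42). In pericyte-like nuclei it was at 71.6, 46.4, 51.8 and 57.4 CPM, with ratios of −0.63 (−1.19 to −0.08) and 0.15 (−0.46 to 0.76), and clustering each library on its own turned the first of these to 1.91. Astrocyte-like nuclei, as background, held 0.570, 0.680, 2.92 and 1.40 Flt4 CPM. The study saw a reporter of the Flt4 gene in subsets of astrocytes, although it did not detect the transcript there. The AAV-CTRL vector carries part of the Flt4 sequence, and whether its transcript was counted as Flt4 is not known.

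Kdr (ENSMUSG00000062960, chromosome 5, 75932827 to 75978458, minus strand), the gene of VEGF receptor 2, was at 255 (228 to 285), 229 (204 to 257), 261 (237 to 287) and 255 (230.0 to 283) CPM in endothelial-like nuclei. The ratios were −0.15 (−0.39 to 0.08) in the libraries labelled cortex and −0.03 (−0.24 to 0.17) in those labelled striatum, and clustering each library on its own moved the first to −0.55. Over all kept nuclei the Kdr ratios were −0.19 (−0.33 to −0.05) and −0.16 (−0.30 to −0.03). Of all classes, choroid plexus-like nuclei of the libraries labelled cortex gave a higher Kdr level beyond counting error, at 2.52 (0.44 to 5.67) from 2 and 17 UMIs, against −0.92 (−2.98 to 0.75) under the striatum label. That class was singled out after its values were seen. Pericyte-like nuclei carried Flt1 at 3996, 3328, 3318 and 3692 CPM, with ratios of −0.26 and 0.15, the first of which became 2.49 with each library clustered on its own. The 15 endothelial markers stood at 80.0% to 134% of their endothelial-like level in these nuclei, so that the class holds endothelial transcripts too. Nrp2 was at 51.4, 48.1, 144 and 214 CPM in excitatory neuron-like nuclei and at 137, 118, 109 and 116 in fibroblast-like nuclei. The Nrp2 ratio in the 220 and 76 excitatory neuron-like nuclei of the libraries labelled striatum was 0.57 (0.20 to 0.93), against −0.10 (−0.21 to 0.02) in those labelled cortex. In SPN-like nuclei it was −0.39 (−0.61 to −0.17) and −0.01. Over all kept nuclei, Vegfd gave −0.02 and −0.55 (−0.78 to −0.32), Vegfa −0.04 and −0.10, Flt1 −0.30 (−0.34 to −0.26) and −0.03, Nrp1 −0.03 and −0.26 (−0.31 to −0.21), and Nrp2 −0.07 and −0.07, in the order cortex and striatum of the region labels.

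**Figure D3:**
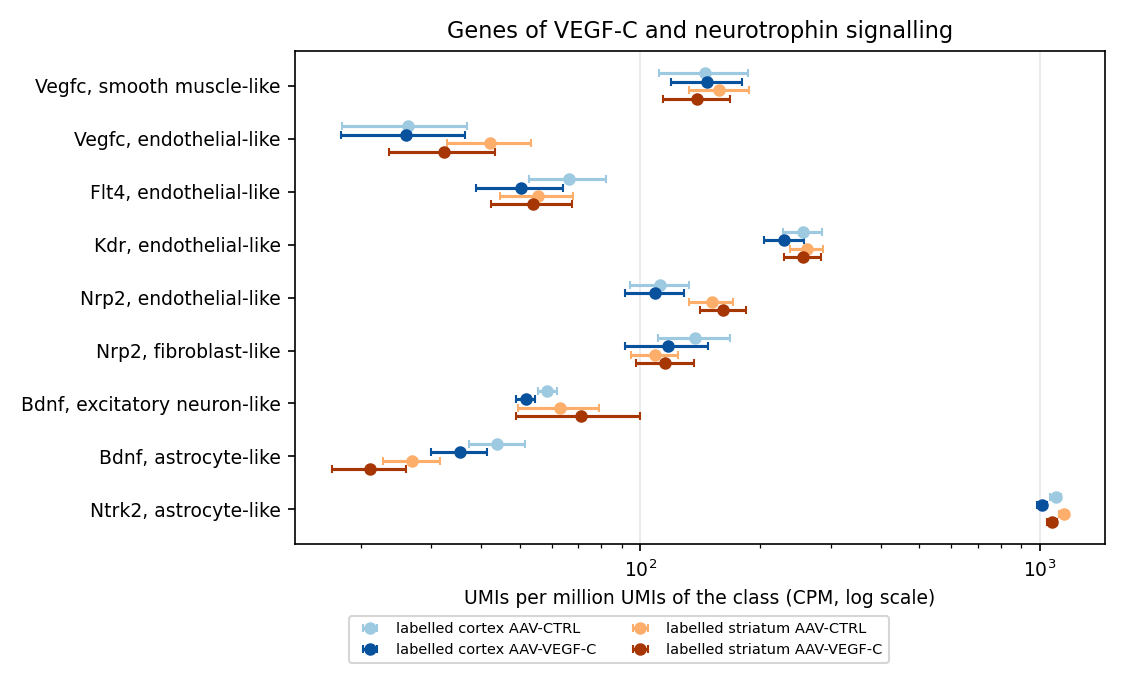
Levels of 6 genes of VEGF-C and neurotrophin signalling in selected classes of each library, in CPM of the class on a log axis, with bars for 95% Poisson intervals. Kdr in endothelial-like nuclei lies between 229 and 261 CPM in the 4 libraries.

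Neurotrophins and their receptors were compared because the study asks whether VEGF-C raises neurotrophic signalling. Bdnf (ENSMUSG00000048482, chromosome 2, 109674700 to 109727007, plus strand) was at 48.7, 44.3, 27.4 and 27.1 CPM, with ratios of −0.14 (−0.21 to −0.07) in the libraries labelled cortex and −0.02 (−0.11 to 0.08) in those labelled striatum. In excitatory neuron-like nuclei the ratios were −0.18 (−0.29 to −0.07) and 0.18 (−0.46 to 0.79). Ntrk2 (ENSMUSG00000055254, chromosome 13, 58806569 to 59133970, plus strand), the gene of the BDNF receptor, was at 1097, 1015, 1149 and 1072 CPM in astrocyte-like nuclei. Its ratios there were −0.11 (−0.17 to −0.05) and −0.10 (−0.16 to −0.05), and clustering each library on its own turned the second to 0.03. Ngfr gave 0.27 (−0.18 to 0.73) and 0.27 (0.03 to 0.50) over all kept nuclei. Dcx, a gene of immature neurons, gave 0.09 (0.02 to 0.15) and −0.25 (−0.32 to −0.18).

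Gene lists per class asked whether BDNF signalling and related programmes moved as a whole. The study asked another question, namely whether pathways were enriched among the upregulated genes of a cluster. A median over a whole list need not move when only some of its genes rise. The study's inhibitory neurons and Sv2c interneurons also have no class of the same name here. The values below therefore neither back nor contradict that enrichment. The BDNF signalling list was lower than the middle of its random lists in 8 of 12 classes of the libraries labelled cortex and in 9 of 9 of those labelled striatum. Its median lay above the middle 95% of random lists in 0 classes and below it in 2. They were endothelial-like nuclei of the libraries labelled cortex, with a median log2 ratio of −0.06 over 125 genes (percentile 1.58), and oligodendrocyte-like nuclei of those labelled striatum, at −0.06 over 133 genes (percentile 0.220). Clustering each library on its own moved the former most, to 0.03 above its random lists. In Sst/Pvalb and Vip/Lamp5 interneuron-like nuclei of the libraries labelled cortex, the percentiles were 7.80 and 66.8. In astrocyte-like nuclei they were 3.01 and 13.4 under the cortex and striatum labels, and in unresolved neurons 18.6 and 22.7. In simulations of astrocyte-like and endothelial-like nuclei, 6 to 9 of 100 lists of unchanged genes fell outside the same range, so a few such lists arise with no change.

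**Figure D4:**
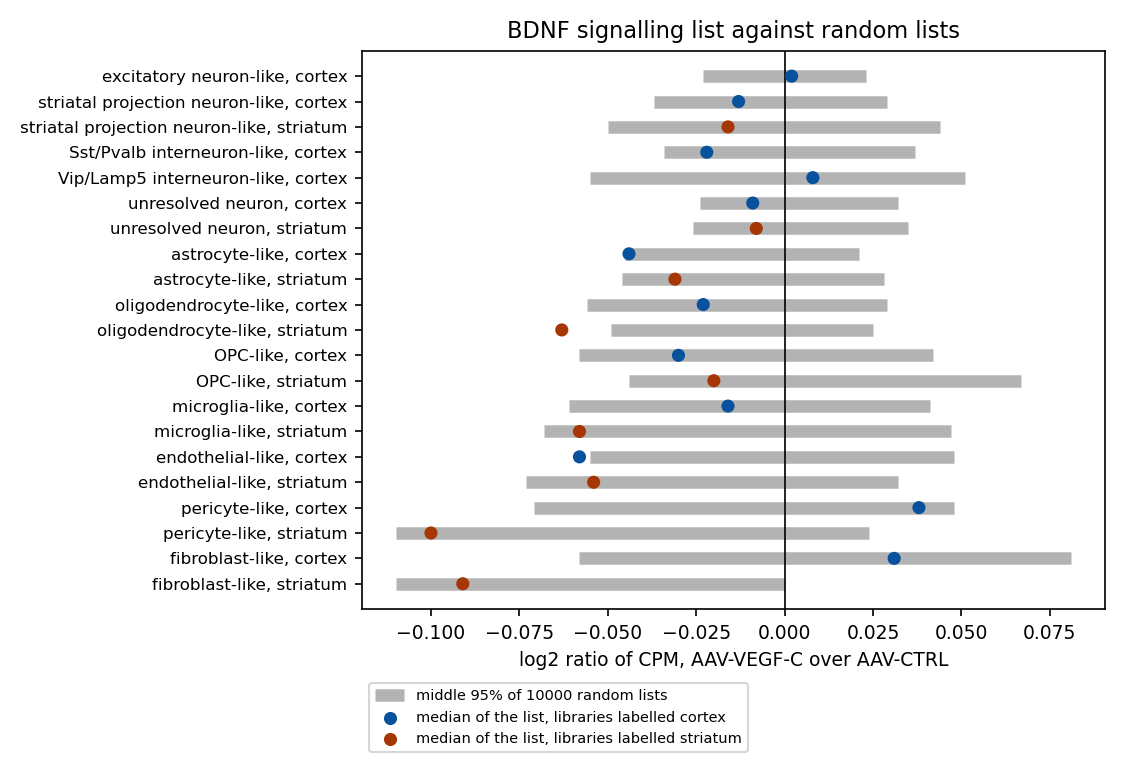
Median log2 ratio of AAV-VEGF-C over AAV-CTRL for the BDNF signalling list in each class and region label, with bars for the middle 95% of 10000 random lists matched on expression. None of the 21 medians lies above its bar, and 2 lie below.

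The other lists gave the following. The VEGF receptor 2 list was below the random range in 4 of 12 classes of the libraries labelled cortex and 3 of 9 of those labelled striatum, with percentiles down to 0.04 and 0.02, and above in 0. Of its 79 genes, 30 are in another list and 5 are class markers. The MAPK list was below in 0 of 12 and 1 of 9 classes, and the calcium and G protein list above in 1 (unresolved neurons) and 1 (SPN-like) and below in 0 and 2. The microglial inflammatory list in microglia-like nuclei had percentiles of 97.0 and 98.6, and in the second case was above the range. Thinning turned that second value to −0.05 relative to random lists. In fibroblast-like nuclei under the striatum label it was below, at 1.98. Immediate early genes were below in 6 of 12 classes of the libraries labelled cortex, and in 2 of 9 of those labelled striatum, where SPN-like nuclei and unresolved neurons were above at 97.8 and 98.1. Clustering each library on its own turned the latter to −0.024 relative to random lists. Abundant neuronal transcripts were below in 1 of 12 and 2 of 9 classes. Oligodendrocyte transcripts were above in 5 of 12 and 5 of 9 classes. In oligodendrocyte-like nuclei their medians were 0.25 and 0.11.

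The agreement of the region labels was measured because both come from the same mice, so a shared change would appear under both. Across genes, Pearson's r of the log2 ratios had a median of 0.099 over 9 classes, from 0.054 in pericyte-like to 0.148 in oligodendrocyte-like nuclei. Spearman's rho ran from 0.059 to 0.209. A minimum of 100 UMIs per gene moved the median r most, to 0.164, and removing the gene length trend gave 0.048. Random splits of the UMIs of each class into 2 parts within a region label gave r from 0.068 to 0.542, each part with fewer UMIs than the full class. For microglia-like nuclei r of the regions was 0.063, against 0.094 and 0.068 for the splits under the cortex and striatum labels. For OPC-like nuclei it was 0.099 against 0.078 and 0.137, and for endothelial-like 0.099 against 0.115 and 0.178. For SPN-like nuclei it was 0.140 against 0.298 and 0.146. Among these classes, only OPC-like nuclei had r of the regions above a split. In the others r of the regions lay below both splits, but close to the lower split. Whether counting noise alone limits r in these classes is thus not settled. In the remaining classes r of the regions lay further below the lower split. It was 0.145 against 0.26 and 0.542 for unresolved neurons, which came largely from different clusters under the 2 labels. Fibroblast-like nuclei gave 0.064 against 0.153 and 0.298. Pericyte-like nuclei gave 0.054 against 0.111 and 0.169, and astrocyte-like nuclei 0.097 against 0.13 and 0.24. Oligodendrocyte-like nuclei gave 0.148 against 0.179 and 0.29. Counting noise alone does not account for the low r there. In simulated libraries with no shared change r lay between −0.009 and 0.007.

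Of the genes named by rule, those higher in endothelial-like nuclei were Lrg1 (ENSMUSG00000037095, chromosome 17, 56119678 to 56122001, minus strand), at 10.6, 32.2, 25.9 and 68.2 CPM, and Ackr1 (ENSMUSG00000037872, chromosome 1, 173331886 to 173333750, minus strand), at 42.5, 89.6, 65.6 and 124. Lrg1 gave ratios of 1.60 (0.67 to 2.62) and 1.40 (0.86 to 1.95), and Ackr1 1.07 (0.59 to 1.58) and 0.92 (0.57 to 1.28). Clustering each library on its own turned Lrg1 in the libraries labelled cortex to −2.31, and the earlier naming rule turned it to −1.11. The earlier rule left unnamed a sub-cluster of 52, 57, 116 and 66 nuclei with Lrg1 among its leading genes. Its value therefore leaves those nuclei out. Lower in endothelial-like nuclei was Coch, at −1.25 and −0.98. Clustering each library on its own turned Coch to 0.13 under the cortex label, and the earlier rule turned it to 0.16 under the striatum label. Fabp7 was also lower in endothelial-like nuclei, at −1.49 and −1.20 from 46, 17, 74 and 27 UMIs. Fabp7 was lower in the nuclei outside this class as well, at −0.43 (−0.60 to −0.26) and −0.88 (−0.99 to −0.76), so its fall is not particular to endothelial-like nuclei. In SPN-like nuclei Rasd2 was higher (0.65 and 0.81), with Mterf2 (0.64 and 0.94, the latter −0.01 after thinning), and B020031H02Rik (−1.04 and −0.55) and Erbb4 (−0.45 and −0.50) were lower. In astrocyte-like nuclei Gm10076 (1.06 and 0.90) and Atp5k (0.53 and 0.47) were higher, and Eya4 (−0.71 and −0.74) and Myoc (−0.63 and −1.22) lower. In microglia-like nuclei Bola2 (0.89 and 0.83) and Romo1 (0.62 and 0.78) were higher and Efr3a and Chd7 lower. In oligodendrocyte-like nuclei Fam177a and Gstp1 were higher and Fabp7 and Pfkfb2 lower. The remaining names were 1700037H04Rik and Tmem256 against Arsk and Ppa1 in OPC-like nuclei, Slirp and Eef1d against C1qtnf7 and Mcam in pericyte-like nuclei, Fam43a and Dpm3 against Mms19 and Prkd3 in fibroblast-like nuclei, and Gm32916 and 9330185C12Rik against Gm44026 and Cpa6 in unresolved neurons, the higher pair first. The rule keeps genes that went the same way under both region labels, so that sameness is built in. Of the 36 names, 18 also went the same way beyond counting error in the nuclei outside their class under both labels and 7 under neither, so many of these changes are not particular to a class, and free RNA from other cells was not tested for them. Whether reads of these genes are shared with near copies elsewhere in the genome was not checked.

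The log2 ratios followed gene length in all 21 comparisons of a class and a region label. Spearman's rho across genes ran from −0.337 to −0.102 with a median of −0.241. The median ratio of the shortest 10% of genes was between 0.08 and 0.22 and that of the longest 10% between −0.21 and −0.02. Ribosomal protein genes had medians from 0.15 to 0.42. Several of the higher genes named above, such as Atp5k, Romo1 and Tmem256, are short.

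**Figure D5:**
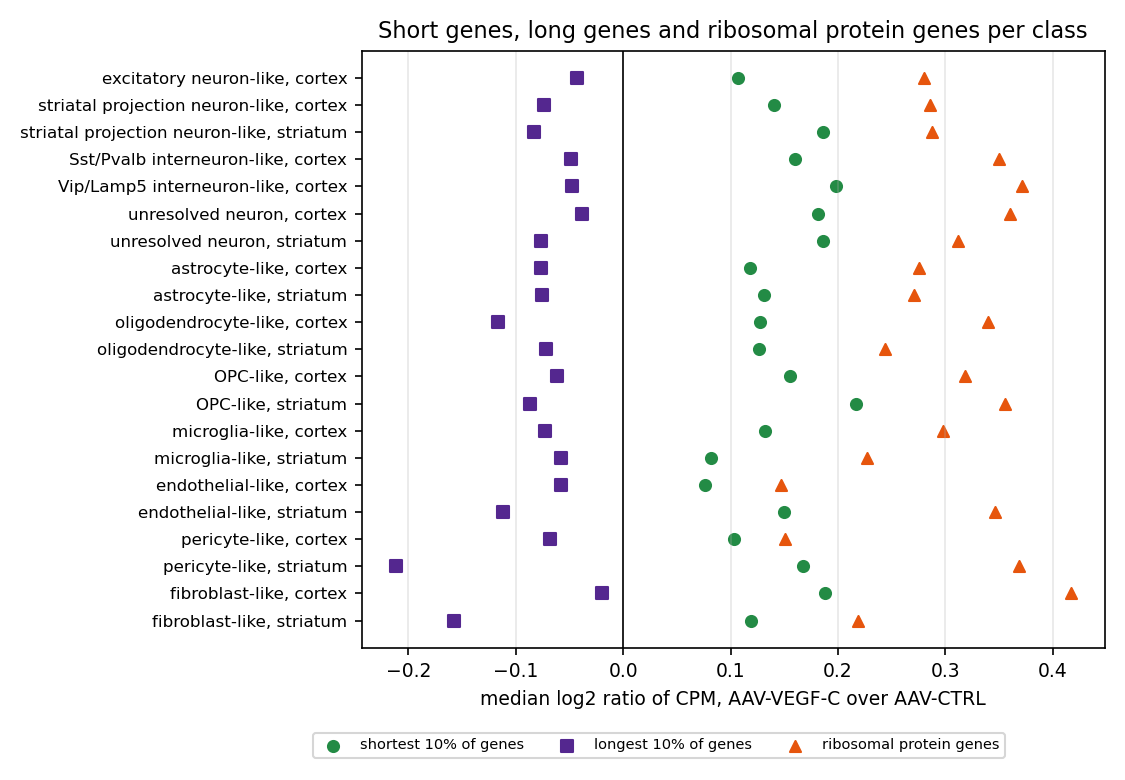
Median log2 ratio of CPM, AAV-VEGF-C over AAV-CTRL, of the shortest 10% of genes, the longest 10% and the ribosomal protein genes, for each class and region label. In all 21 comparisons the longest 10% lies below 0 and the other 2 groups above it.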

Values the study reported

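The study counted 78,728 nuclei after its processing. The median nucleus held 1,627 genes, and the median number of transcripts was 2,550. For activation of the BDNF pathway it gave a number n that it did not define there. It was 26 in inhibitory neurons, 29 in Sv2c-expressing interneurons, 12 in astrocytes and 6 in endothelial cells. Its pathway analysis used upregulated genes only, so these numbers are not on the scale of the list medians above.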

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

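The tests in this part on Slc17a7 and on Flt1 were chosen only after the results they bear on had been seen. Those on Dcx and on haemoglobin were recorded as chosen before. That record was corrected late for other tests, whose results had in part been seen, so this order is less certain. Each result here went in opposite directions under the 2 region labels, with 1 library per group. The differences between regions were not tested, since that needs replicates.

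Dcx over all kept nuclei had a log2 ratio of 0.09 in the libraries labelled cortex and −0.25 in those labelled striatum, a difference of −0.33. A smaller share of neuroblast-like nuclei in the library labelled striatum AAV-VEGF-C may contribute to it. As the whole cause it is argued against by the nuclei outside that class, where the ratio was still −0.165 (−0.234 to −0.097) under the striatum label and 0.089 (0.025 to 0.154) under the cortex label. Immature neurons that were left in other classes, other tissue in that library and an effect of AAV-VEGF-C stay open.

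Slc17a7 had a ratio of 0.13 in the libraries labelled cortex and −0.48 in those labelled striatum, a difference of −0.61. Within excitatory neuron-like nuclei under the striatum label the ratio was 0.121 (−0.123 to 0.360), so the fall was not seen inside the class. This is consistent with a smaller share of such nuclei, which numbered 220 and 76. Under the cortex label the ratio inside the class was 0.203 (0.169 to 0.237) while the ratio of the share was 0.00 (−0.05 to 0.06), so that side of the difference does not come from the share, and its cause stays open. Excitatory neurons were 30.4% of nuclei under the cortex label and about 1.02% or less under the striatum label, so a small difference in dissection could move the value under the striatum label. An effect of AAV-VEGF-C on these neurons was not told apart from it.

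Flt1 in pericyte-like nuclei had ratios of −0.26 and 0.15, a difference of 0.42, and clustering each library on its own gave 2.49 in the libraries labelled cortex. These nuclei hold endothelial transcripts. The lowest of the 15 endothelial markers stood at 80.0% of its endothelial-like level and the median marker at 105%, against a median of 1.15% in astrocyte-like nuclei. The other 14 of 14 endothelial markers had a higher ratio under the striatum label than under the cortex label, with medians of 0.08 and −0.09. A different amount of endothelial RNA, or of endothelial nuclei, in this class may therefore explain the difference. An effect on Flt1 itself stays open and was not tested.

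An unnamed cluster led by haemoglobin genes held 117, 55, 33 and 88 nuclei in the libraries labelled cortex AAV-CTRL, cortex AAV-VEGF-C, striatum AAV-CTRL and striatum AAV-VEGF-C. Its log2 ratios were −1.31 and 1.80, a difference of 3.11. The cluster had no comparison of its own in the report, but its nuclei are part of the share of unnamed nuclei. Under the cortex label they were 117 and 55 of the 276 and 194 unnamed nuclei. Haemoglobin transcripts in the nuclei of named classes moved the same way. Their ratio was 0.302 (0.278 to 0.325) under the striatum label and −0.500 (−0.524 to −0.475) under the cortex label. Blood left in the tissue is a candidate explanation. Handling of the tissue was not measured, and a biological cause was not tested.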

How the results depend on the processing

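The settings with doublet-rich clusters kept, the earlier naming rule, random lists matched on gene length and the gene length trend removed were chosen only after the data were seen. Of the results recomputed, 431 in all, the following reversed or, among those that answer a comparison, moved beyond their counting interval. Where nothing else is said, the cause was not tested. No paired analysis was possible because there is 1 library per group and the replicate numbers pair no libraries of the groups compared.

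Clustering each library on its own reversed these log2 ratios: the share of unnamed nuclei in the libraries labelled cortex (2.79), Flt4 and Flt1 in pericyte-like nuclei there (1.91 and 2.49), Lrg1 and Coch in endothelial-like nuclei there (−2.31 and 0.13), and Ntrk2 in astrocyte-like and ependymal-like nuclei in those labelled striatum (0.027 and −0.33). It also reversed the lists for calcium signalling (0.035) and abundant neuronal transcripts (0.051) in microglia-like nuclei and for immediate early genes in unresolved neurons (−0.024) under the striatum label, and for BDNF signalling in endothelial-like nuclei under the cortex label (0.025), each as the difference from random lists. It moved the neuronal share under the cortex label to −0.017 and Kdr in endothelial-like nuclei there to −0.55. Classes are then named within each library, so that a name can cover other nuclei in the 2 libraries compared. It named no excitatory neuron-like, Sst/Pvalb or Vip/Lamp5 interneuron-like or neuroblast-like nuclei in the libraries labelled striatum. Those results, among them the neuroblast-like ratio of −3.31, thus have no value there. In striatum AAV-CTRL, 499 nuclei with leading genes of the neuroblast-like cluster were named unresolved neurons. Results of some small classes, and the lists in pericyte-like nuclei under the cortex label, had none either. The earlier naming rule reversed Lrg1 under the cortex label (−1.11) and Coch under the striatum label (0.16). It left unnamed a sub-cluster with Lrg1 among its leading genes that the main rule counts as endothelial-like.

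Thinning to 1000 UMIs reversed the difference from random lists for VEGF receptor 2 signalling in SPN-like nuclei under the cortex label (0.005). Under the striatum label it reversed the inflammatory list in microglia-like (−0.052) and fibroblast-like nuclei (0.065), immediate early genes in microglia-like nuclei (0.177), abundant neuronal transcripts in pericyte-like nuclei (0.034) and the ratio of Mterf2 (−0.01). It moved Vegfc in smooth muscle-like nuclei under the cortex label to −0.62 and the median genes per nucleus to 742, 745, 761 and 765, the latter by its own construction.

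Leaving no doublets out turned r of the regions to −0.043 in microglia-like and −0.019 in fibroblast-like nuclei. It moved the median UMIs per nucleus to 2622.5, 2873, 2272 and 2647 and the median genes to 1638, 1746, 1499 and 1691.5, and the neuronal share under the striatum label to 0.13. With doublet-rich clusters kept, the library labelled striatum AAV-CTRL had medians of 2168.5 UMIs and 1442 genes. The median r was 0.143 after thinning, 0.164 with at least 100 UMIs per gene and 0.048 with the gene length trend removed. The remaining results that moved numbered 57 under thinning, 46 with each library clustered on its own, 25 with no doublets left out, 12 under the earlier naming rule, 11 with doublet-rich clusters kept, 9 with the gene length trend removed, 8 with at least 100 UMIs, 5 each with stricter nuclei and with neuronal genes left out, 1 each with all barcodes and with length-matched lists, and 0 with trimmed-mean size factors.

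The glial and non-neural shares, Flt4 in endothelial-like nuclei and Vegfc of the whole libraries stayed within their counting intervals under each alternative run for them. For BDNF signalling, the difference from random lists moved by less than the width the random lists allow in each class but endothelial-like nuclei under the cortex label. In oligodendrocyte-like nuclei under the striatum label its percentile ran from 0.220 to 11.7 over the alternatives. Keeping low-count clusters changed nothing, since there were none. With 62 and 97 Vegfc UMIs in smooth muscle-like nuclei and 81 and 64 Flt4 UMIs in endothelial-like nuclei, depth limits those ratios, and the single library per group limits every comparison.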

Other observations

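The tests in this part were chosen only after the results they bear on had been seen, except those on depth per nucleus and on nuclear RNA, which were recorded as fixed before. That record was corrected late for other tests, whose results had in part been seen, so this order is less certain.

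Striatal genes were lower in the libraries labelled striatum than in those labelled cortex. A plain exchange of the region labels is argued against by the cortical genes, whose median log2 ratio of striatum over cortex labels was −2.94 in the libraries labelled AAV-CTRL and −3.79 in those labelled AAV-VEGF-C, since an exchange would have raised them. Lists of other brain regions, namely hypothalamus, thalamus, habenula, midbrain, hindbrain and cerebellum, had medians above the middle 95% of random lists in both AAV groups in 6 of 6 cases. The olfactory bulb list was not in that count. Its median was above the range in the libraries labelled AAV-CTRL (percentile 99.91). It was inside the range in those labelled AAV-VEGF-C (percentile 82.17). The share of SPN-like nuclei in the libraries labelled cortex had a lower limit of 8.47% in the library with the smaller share. The libraries labelled striatum may thus hold much tissue from below and behind the striatum, and those labelled cortex may hold striatal tissue. If so, results under the striatum label do not describe the striatum.

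Neuroblast-like nuclei were rarer in the library labelled striatum AAV-VEGF-C, 35 against 452. Olfactory bulb genes in the other neurons of these libraries had a ratio of −0.245 (−0.328 to −0.163), which is consistent with less olfactory bulb tissue in that library. Clusters led by genes of the nasal epithelium list went the same way, with 252 against 23 nuclei led by Gfy and Stoml3 and 236 against 10 led by Aox2 and Cyp2g1. The latter cluster had 0 nuclei in both libraries labelled cortex, which allows shares of up to 0.0185% and 0.0159%. A cluster led by Bglap, a gene of bone, went from 122 to 0 nuclei, which allows a share of up to 0.0182%. The tissue taken may thus have differed between these dissections. Under the cortex label the ratio was −0.162 (−0.537 to 0.213) from 119 and 124 nuclei, so an effect of AAV-VEGF-C on neuroblasts under both labels was not detectable and stays open. The earlier naming rule gave −1.31 under the striatum label, since it added another cluster to the class. Clustering each library on its own named no neuroblast-like nuclei there and moved the ratio under the cortex label above 0.

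Short genes were higher in the libraries labelled AAV-VEGF-C. Depth per nucleus is argued against, since after thinning to 1000 UMIs the median correlation with gene length over the comparisons was still −0.230. Ribosomal protein genes were above random lists matched on length in 21 of 21 comparisons, which is consistent with more cytoplasmic RNA in the preparations labelled AAV-VEGF-C. Of 15 comparisons with enough of the 12 RNAs retained in the nucleus, 7 were below random lists matched on length, 0 were above and 13 were lower than the middle, so less nuclear RNA stays open. With 1 preparation per group, library preparation and treatment cannot be told apart as the source of the 21 of 21 negative correlations. The agreement of the regions, with a median r of 0.099, is argued against as wholly due to this trend, since the median r was 0.048 with the trend removed. The same preparation effects under both region labels would also give such a value.

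Immediate early genes were lower in the library labelled cortex AAV-VEGF-C. Free RNA from neurons would lower abundant neuronal transcripts too, and in 0 of the 4 classes other than neurons where immediate early genes were below random lists were both lists below. Gene length is argued against, since 6 of 6 classes stayed below random lists matched on length. Under the striatum label the list was lower in 4 of 9 classes, so the state of the mice before dissection, which the pools of both regions share, stays open. Handling of the tissue was not tested.

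Oligodendrocyte transcripts were higher in the libraries labelled AAV-VEGF-C. In oligodendrocyte-like nuclei under the cortex label the list was 0.279 above its random lists, which free RNA from oligodendrocytes would not give in the nuclei that make it. For the other classes the list was above in 7 of 17 comparisons outside the oligodendrocyte lineage, and free RNA stays open there. Gene length as the whole cause is argued against, since 8 of 10 comparisons stayed above random lists matched on length. Of the 16 genes, 9 are class markers used for naming.

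Flt4 was lower in the library labelled cortex AAV-VEGF-C. If a transcript of the control vector were counted as Flt4, the gene would be lower outside the vascular classes too, where the ratio was −0.272 (−0.783 to 0.238) under the cortex label and −0.409 (−0.812 to −0.012) under the striatum label. The counts are too few to decide, and the vector transcript could account for part of the difference. Vegfc was not higher under either label, with −0.114 under the striatum label. An exchange of the AAV labels would need a transcript of the vector to be counted as Vegfc, which is not known, so it stays open.

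Pericyte-like nuclei carried endothelial genes at 80.0% of the endothelial-like level or more, with 134% for the highest of the 15 markers. Endothelial RNA or nuclei in this class may explain it, and no biological explanation was tested.

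Other unnamed clusters were led by Gabra6 and Cbln3 (11, 5, 148 and 129 nuclei), Cytl1 and Eln (27, 13, 45 and 26), S100a9 (48, 65, 90 and 52) and Cd74 and H2-Aa (20, 25, 57 and 24). T cell-like nuclei numbered 3, 7, 12 and 9 and cholinergic neuron-like nuclei 15, 12, 14 and 24. The T cell-like ratio under the cortex label was 1.00 (−1.13 to 3.58). Among endothelial-like sub-clusters, one held 638, 697, 5 and 2 nuclei and another 1, 1, 676 and 492, so that these nuclei split by region label.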
